A study of Mus musculus with 10 samples. Its data were reported in "Active repression of cell fate plasticity by PROX1 safeguards hepatocyte identity and prevents liver tumorigenesis" (2025).

How the data were processed

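RNA sequencing of 10 libraries was analysed: 2 for each of 5 groups of mouse embryonic fibroblasts from C57BL/6N embryos, taken on day 7 of conversion with doxycycline at 2 µg/ml. Per the labels, libraries were made from total RNA by the dUTP method and sequenced in pairs on the NovaSeq, reads were aligned to mm10 with STAR, and DESeq2 was used for normalization and testing. The read counting tool, its annotation and its strand setting were not given in the sources used here. The study's methods describe size factor normalization, Wald tests and the primary fibroblast line as a covariate.

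The authors deposited 1 table of normalized counts, a signal that is whole reads divided by a size factor for each library, for 55397 genes, of which 2433 had no symbol. In every library 100% of values above 0 were whole multiples of 1 value within 0.01 reads, so whole reads could be recovered. A second deposited table holds, for Prox1, EnR and VP64 against DBD, log2 fold changes that the authors shrank, p-values, and adjusted p-values from independent hypothesis weighting. Its mean levels, a deposited value of another kind, matched the means of each construct with DBD and not with GFP. Genes were placed with GENCODE release M21 on mm10: 55137 gene identifiers matched, and 52584 of these had equal symbols. Total reads per library ranged from 36767205 to 61862211. With 2 libraries per group, the spread between libraries rather than counting error limits precision for genes with many reads.

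Levels are deposited normalized counts. For testing, log2(normalized count + 1) was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), with all 10 libraries in 1 model of group and replicate number. Genes needed a mean of at least 10 over the 10 libraries, which left 16287. Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05. There were 4 residual degrees of freedom and 5.30 prior degrees of freedom. Fold changes are those of the fit, so they depend on the added 1 for genes with few reads. Full-length Prox1, EnR and VP64 were each compared with DBD, DBD and Prox1 with GFP, EnR with Prox1, and VP64 with EnR. Because the unit is a scaled signal, limma was the main test, and tests on whole reads were kept as alternatives.

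The replicate number was used as a block because the study's methods name the fibroblast line as a covariate. After the group means were removed, residuals of libraries with the same number correlated across genes at 0.0507 to 0.290 over the 10 pairs of groups, and genes are not independent replicates. A DESeq2 1.42.0 fit with the replicate number gave p-values within 10% of the authors' deposited ones for 100%, 100% and 99.9965% of genes (Prox1, EnR and VP64), against 55.5%, 41.0% and 56.6% without it. That the number marks the fibroblast line is inferred from this and is not stated in the labels.

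Before the data were examined, 24 gene lists, the rule for named genes, the tests and all alternatives except 1 were fixed. Some list tests, noted below, were outside that plan. The lists were hepatocyte secreted proteins, hepatocyte metabolism and transport, hepatocyte transcription factors, epithelial junctions and keratins, cholangiocyte, fibroblast and mesenchyme regulators, extracellular matrix, and contractile and smooth muscle. They also covered skeletal and cardiac muscle, neuronal, adipocyte, cartilage and bone, endothelial and lymphatic, macrophage and blood, intestine, stomach and pancreas, and kidney and lung epithelium genes. The remaining lists were cell cycle, Myc and ribosome biogenesis, interferon response, p53 and apoptosis, TGF-beta and YAP targets, cholesterol and fatty acid synthesis, NuRD complex, and unfolded protein and integrated stress response. Pck1, Spp1, Eng, Sesn2 and Pcsk9 are each in 2 lists. Lists were tested with limma's camera at an inter-gene correlation of 0.01, which compares a list with all other genes, and adjusted over 120 tests (24 lists in 5 comparisons). The other comparisons formed a separate family. Sizes given for lists count tested members only. A gene high in 1 group alone, such as Gcg, can pass the filter. With a correlation estimated for each list, a test with 4 residual degrees of freedom, 0 of the 50 calls among the 120 held, so both p-values are given beside a called list. fry, which asks whether the members move on balance one way, called 30.

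Named genes were 20 fixed ones (Prox1, Alb, Afp, Ttr, Trf, Hnf4a, Cdh1, Tjp1, Krt18, Krt19, Sox9, Prrx1, Pparg, Ebf2, Hand2, Map2, Tubb3, Des, Myh9 and Myc), up to 3 members of each list with the lowest adjusted p, and the 8 largest rises and 8 largest falls per comparison. The last needed a mean of at least 100, the same direction in both replicate numbers and a symbol that is not a clone name; 5 genes per class were named where calls of 2 comparisons were set side by side. Alb and Krt19 are described by the study from these same libraries, so their directions are not independent evidence. The direction of Krt19 in Prox1 and VP64 was not the one described. Overlaps of called genes were tested by Fisher's exact test, two-sided, over the genes tested in both, beside 50 simulations of unchanged groups that share the control libraries.

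Alternatives were no replicate block, an added 0.5 or 10 in place of 1, no filter, a mean of at least 50, TMM scaling, the 4 libraries of a comparison alone, leaving out each library in turn, edgeR 4.0.16 and DESeq2 on whole reads, the authors' deposited table, and a 2-fold minimum. For lists they were an estimated correlation, fry, lists without the reprogramming factors and Prox1, and GFP in place of DBD as the control. Weights from limma were added, an alternative chosen after seeing the data. They came out equal for the 2 libraries of a group, so they act by group, and EnR replicate 2 was not weighted below EnR replicate 1. The procedure was tested on simulated data with 50 genes changed at each of 4 sizes: limma recovered 42% at 1.5-fold, 70% at 2-fold, 80% at 3-fold and 86% at 4-fold, and 2 genes were called in an unchanged comparison. A list of 40 further genes was raised 1.5-fold, and calls among them counted as true, which left 11 false calls among 167 (6.59%). Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Families of similar genes were kept as deposited, and how reads shared between them were assigned is unknown.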

Results

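RNA was measured by paired-end sequencing in mouse embryonic fibroblasts on day 7 of conversion toward hepatocyte-like cells. Every culture received 1 lentiviral vector that carries a set of hepatocyte-inducing transcription factors (the labels call it 4in1), switched on by doxycycline. The 5 groups differed in the gene expressed beside that vector. They received GFP, full-length Prox1, the Prox1 DNA-binding domain alone (DBD), that domain fused to the VP64 transcriptional activator (VP64) or that domain fused to the Engrailed repressor (EnR). Each group had 2 libraries, 1 for each replicate number. Total reads were 59931357 and 61862211 for GFP, 48285178 and 49639910 for Prox1, and 45634686 and 58633243 for DBD. They were 51652974 and 39418467 for VP64 and 36767205 and 43975246 for EnR. Replicate 2 of EnR stood apart: at equal reads it had 19011 genes with at least 1 read, against 22517 to 23538 in the other 9 libraries. Mitochondrial genes took 0.98% and 1.17% of reads in EnR replicates 1 and 2, 1.90% and 1.03% in VP64, 2.46% and 2.53% in DBD, 2.35% and 1.93% in Prox1, and 1.94% and 1.81% in GFP. How these shares bear on the comparisons was not tested. Levels below are deposited normalized counts as mean ± SD (n = 2), positions are on mm10, and folds are taken after adding 1 to each value.

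The transcript of Prox1, a homeobox transcription factor of hepatocytes, lymphatic endothelium and other tissues (ENSMUSG00000010175, chromosome 1, 190118035 to 190170714), was compared first because its reads show whether each construct was expressed. GFP libraries had 45.1 ± 8.32 normalized counts (SD, n = 2) and DBD libraries 24456 ± 5092, a 529-fold rise (adjusted p = 2.0e-10). Full-length Prox1 libraries had 10074 ± 2278 normalized counts, EnR libraries 4063 ± 839 and VP64 libraries 169120.0 ± 2358. Relative to DBD, Prox1 reads were 2.43-fold lower in the full-length group (adjusted p = 2.8e-04), 6.02-fold lower in EnR (adjusted p = 2.2e-05) and 6.99-fold higher in VP64 (adjusted p = 1.0e-05). Reads of the constructs and of the mouse's own gene cannot be told apart in these counts. Full-length Prox1 is longer than the domain, so these reads do not give its amount relative to the other constructs. DBD, EnR and VP64 carry the same domain, so length of the Prox1 part does not set them apart. Their reads lay far above the 45.1 of GFP and differed widely, so the amounts of these transcripts may have differed too.

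**Figure D1:**
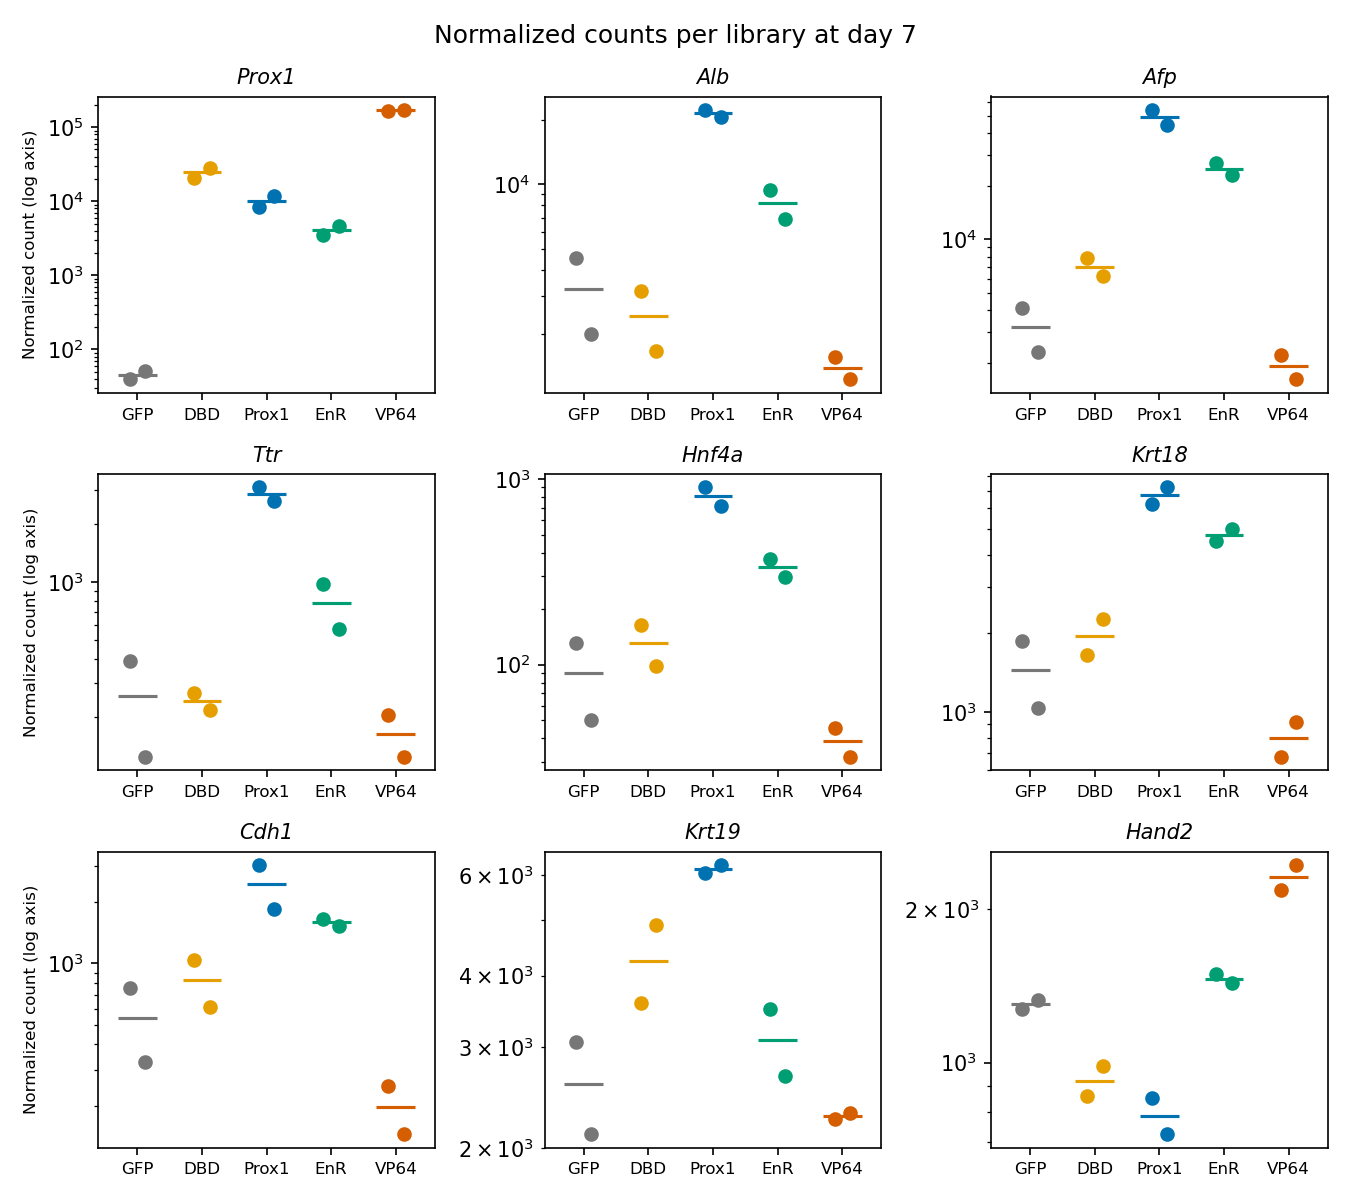
Normalized counts on a log axis for 9 genes in the 5 groups. Each point is a library and each line the mean of 2. Afp lay at 49222 in Prox1, 25190.0 in EnR, 7023 in DBD and 1917 in VP64.

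Full-length Prox1 was compared with DBD to show what the parts of the protein outside its DNA-binding domain add during conversion. Alb, Afp, Ttr, Trf and Hnf4a were higher with full-length Prox1. Albumin (Alb, ENSMUSG00000029368, chromosome 5, 90460897 to 90476602) had 21505 ± 1102 normalized counts against 2416 ± 1069 (SD, n = 2), a 9.36-fold rise. Alpha-fetoprotein, the main plasma protein of fetal liver (Afp, ENSMUSG00000054932, chromosome 5, 90490737 to 90508907), had 49222 ± 6808 against 7023 ± 1179, a 7.02-fold rise. The carriers transthyretin (Ttr, ENSMUSG00000061808, chromosome 18, 20665280 to 20674321) and transferrin (Trf, ENSMUSG00000032554, chromosome 9, 103204001 to 103230444) rose 11.8-fold and 18.4-fold. The hepatocyte nuclear receptor gene Hnf4a (ENSMUSG00000017950, chromosome 2, 163506808 to 163572910) rose 6.31-fold. Reads of Hnf4a could also come from the conversion vector if the factor is on it. Acta2, which encodes smooth muscle actin, fell 2.57-fold and Cnn1, which encodes calponin, fell 2.52-fold. In DBD itself they were 2.10-fold and 2.11-fold higher than in GFP (limma adjusted p = 0.0080 and 0.0072), calls that depended on single libraries. Their fall against DBD therefore does not show a fall below GFP.

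The largest rises among abundant genes (mean of at least 100) were in Trf, Cfi, Fga, Serpinf2, Cyp2c55, Ttr, Itih4 and Kng1, most of which encode plasma proteins made by the liver. Their log2 fold changes ran from 3.38 for the kininogen gene Kng1 to 4.21 for Trf. Complement factor I (Cfi) had 1441 ± 577 normalized counts against 104 ± 62.8, and the fibrinogen chain gene Fga had 1088 ± 246 against 86.9 ± 59.3. The largest falls were in Adcyap1r1, Wfdc1, Cst6, Cbr2, Gja5, Syk, Ifi209 and Prune2. Adcyap1r1, a receptor for the neuropeptide PACAP, fell 4.63-fold from 1372 ± 279 to 295 ± 58.1, and the connexin gene Gja5 fell 3.71-fold. Cst6 was not called without Prox1 replicate 1 (adjusted p = 0.13) or 2 (0.062) or DBD replicate 1 (0.070) or 2 (0.13). Ifi209 was not called without Prox1 replicate 1 (adjusted p = 0.081) or DBD replicate 2 (0.086).

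Of 37 hepatocyte secreted protein genes, 27 rose (31 up adjusted over the list alone), with a median log2 fold change of 2.11 (camera adjusted p = 1.4e-27, adjusted p = 0.27 with an estimated correlation). Afp, Alb and Kng1 had the lowest adjusted p among them (5.5e-05, 1.9e-04 and 2.1e-04). In hepatocyte metabolism and transport, 8 rose and 2 fell (10 up and 3 down adjusted over the list alone) of 24, among them Adh1 (2.31), Pcsk9 (2.12) and the canalicular transporter gene Abcc2 (2.32) on the log2 scale (camera adjusted p = 0.0026, adjusted p = 0.42 with an estimated correlation). Of 16 hepatocyte transcription factors, 8 rose (9 up and 1 down adjusted over the list alone), including Hhex (1.94) and the xenobiotic receptor gene Nr1i2 (2.78, camera adjusted p = 4.3e-04, adjusted p = 0.27 with an estimated correlation). That last call ended over genes with a mean of at least 50 (adjusted p = 0.37) or without the genes of the reprogramming factors and Prox1 (0.066). Epithelial junction and keratin genes rose as a group: 26 rose and 2 fell (31 up and 3 down adjusted over the list alone) of 40, with a median of 1.18 (camera adjusted p = 1.9e-16, adjusted p = 0.27 with an estimated correlation). The adhesion gene Epcam rose 7.11-fold, the tight junction gene Ocln 5.17-fold, the keratin gene Krt18 (ENSMUSG00000023043, chromosome 15, 102028180 to 102032027) 3.47-fold and the E-cadherin gene Cdh1 (ENSMUSG00000000303, chromosome 8, 106603351 to 106670246) 2.97-fold. Cdh1 was not called without the replicate block (adjusted p = 0.058). Cell cycle genes also rose: 36 rose (40 up adjusted over the list alone) of 48, with a median of 0.66 (camera adjusted p = 5.5e-25, adjusted p = 0.29 with an estimated correlation), among them the centromere gene Cenpa (1.05), the cyclin gene Ccnb2 (1.01) and the spindle checkpoint gene Bub1 (0.94).

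Among contractile and smooth muscle genes, 2 rose and 17 fell (2 up and 23 down adjusted over the list alone) of 37, with a median of -0.47 (camera adjusted p = 4.3e-12, adjusted p = 0.27 with an estimated correlation). Lmod1 had the lowest adjusted p (1.8e-04), at a log2 fold change of -1.42. With GFP in place of DBD as the control, that list was not called (adjusted p = 0.41). In the extracellular matrix list, 3 rose and 15 fell (4 up and 21 down adjusted over the list alone) of 50 (camera adjusted p = 1.6e-04, adjusted p = 0.56 with an estimated correlation), with Ecm1 at -0.80 and Loxl3 at -0.72 among the falls. This call ended without DBD replicate 1 (adjusted p = 0.13) or with fry (0.11). Of 28 cholangiocyte genes, 7 rose and 1 fell (9 up and 1 down adjusted over the list alone), with Prom1 at 2.12 (camera adjusted p = 0.0015, adjusted p = 0.47 with an estimated correlation). That list was not called with fry (adjusted p = 0.053). Of 12 intestine, stomach and pancreas genes, 4 rose (7 up adjusted over the list alone), among them Lgals2 at 2.27 and the glucagon gene Gcg at 6.96 (camera adjusted p = 6.3e-05, adjusted p = 0.27 with an estimated correlation). Gcg was not called without Prox1 replicate 1 (adjusted p = 0.066) or 2 (0.15). In the unfolded protein and integrated stress response list, 1 rose and 2 fell (1 up and 5 down adjusted over the list alone) of 32 (camera adjusted p = 0.017, adjusted p = 0.48 with an estimated correlation), a call that ended without DBD replicate 2 (adjusted p = 0.20) or with fry (0.081). With GFP in place of DBD as the control the median was 0.04 (adjusted p = 0.58). In cholesterol and fatty acid synthesis, 2 rose and 1 fell (2 up and 1 down adjusted over the list alone) of 36 (camera adjusted p = 0.049, adjusted p = 0.68 with an estimated correlation). It was not called without GFP replicate 1 (adjusted p = 0.053) or 2 (0.055), Prox1 replicate 2 (0.18), DBD replicate 1 (0.25) or EnR replicate 1 (0.055), with 10 added in place of 1 (0.055), with fry (0.22) or without the genes of the reprogramming factors and Prox1 (0.050).

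The other lists were not called in this comparison. Of 49 fibroblast and mesenchyme regulators, 1 rose and 8 fell (2 up and 10 down adjusted over the list alone) (camera adjusted p = 0.12). Of 37 neuronal genes, 5 rose and 6 fell (7 up and 8 down adjusted over the list alone) (camera adjusted p = 0.99), with a median of 0.03, a mean of 0.12 and a test direction of down. Skeletal and cardiac muscle genes (2 rose and 6 fell of 29, 3 up and 6 down adjusted over the list alone) had a camera adjusted p of 0.17, and endothelial and lymphatic genes (5 rose and 4 fell of 21, 7 up and 5 down adjusted over the list alone) one of 0.39. In the latter list the growth factor receptor genes Fgfr3 and Flt1 moved apart, at 3.29 and -1.38 on the log2 scale. Adipocyte genes (2 rose of 18, 3 up and 1 down adjusted over the list alone) had a camera adjusted p of 0.59. Cartilage and bone genes (1 rose and 3 fell of 28, 2 up and 3 down adjusted over the list alone) had one of 0.84, and macrophage and blood genes (2 rose of 13, 3 up and 2 down adjusted over the list alone) one of 0.15. Of 7 kidney and lung epithelium genes, 3 rose (3 up adjusted over the list alone), among them Foxj1 at 2.76 and Lrp2 at 2.21 (camera adjusted p = 0.086), with a median of -0.01, a mean of 0.63 and a test direction of up. Of 28 p53 and apoptosis genes, 2 fell (2 down adjusted over the list alone) (camera adjusted p = 0.16). Of 28 TGF-beta and YAP targets, 3 rose and 4 fell (5 up and 8 down adjusted over the list alone) (camera adjusted p = 0.23), with the secreted matrix protein gene Tgfbi at 1.54. limma called 0 of 40 Myc and ribosome biogenesis genes, 0 of 42 interferon response genes and 0 of 14 subunits of the NuRD chromatin remodelling complex, and adjusting over each list alone also gave 0. At an unadjusted p under 0.05 it had 1 up and 1 down for Myc, 2 up and 2 down for interferon and 1 up for NuRD. DESeq2 called 0 in all 3 lists, and edgeR called 0, 1 and 0. Camera adjusted p values were 0.49, 0.92 and 0.49. The interferon list had a median of -0.02, a mean of 0.01 and a test direction of up.

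Several genes the study follows as marks of other cell fates were also measured. The neuronal microtubule gene Map2 was at 2044 ± 358 in Prox1 against 3550.0 ± 219.6 in DBD (log2 fold change -0.81, adjusted p = 0.011). The neuronal tubulin gene Tubb3 was at -0.54 (adjusted p = 0.033). Map2 was not called without Prox1 replicate 1 (adjusted p = 0.058) or 2 (0.13) or DBD replicate 1 (0.067) or 2 (0.11). Tubb3 was not called without the replicate block (adjusted p = 0.25), GFP replicate 1 (0.060) or 2 (0.061), Prox1 replicate 1 (0.19) or 2 (0.23) or DBD replicate 1 (0.053) or 2 (0.32). The cholangiocyte keratin gene Krt19 was at 0.55 (adjusted p = 0.13), the muscle filament gene Des at -0.49 (0.23), Prrx1 at -0.36 (0.084), Pparg at -0.39 (0.10), Ebf2 at -0.25 (0.24) and Hand2 at -0.23 (0.30), so none of these 6 passed the test. Myc (0.03, 0.89), Tjp1 (-0.24, 0.19), Sox9 (0.12, 0.75) and Myh9 (-0.18, 0.34) did not pass it either.

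Over the Prox1 vs DBD genes tested, limma called 1631 of 16287, of which 906 were higher and 725 lower with full-length Prox1. Of these, 456 and 154 differed by at least 2-fold. Without the replicate block 1027 genes were called. The count fell to 476 and 453 without Prox1 replicate 1 or 2, and to 660 and 549 without DBD replicate 1 or 2, where the lone library is assumed to vary like the other groups. Without EnR replicate 1 or 2, which enter only through the shared estimate of the spread, it was 2533 and 2532.

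**Figure D2:**
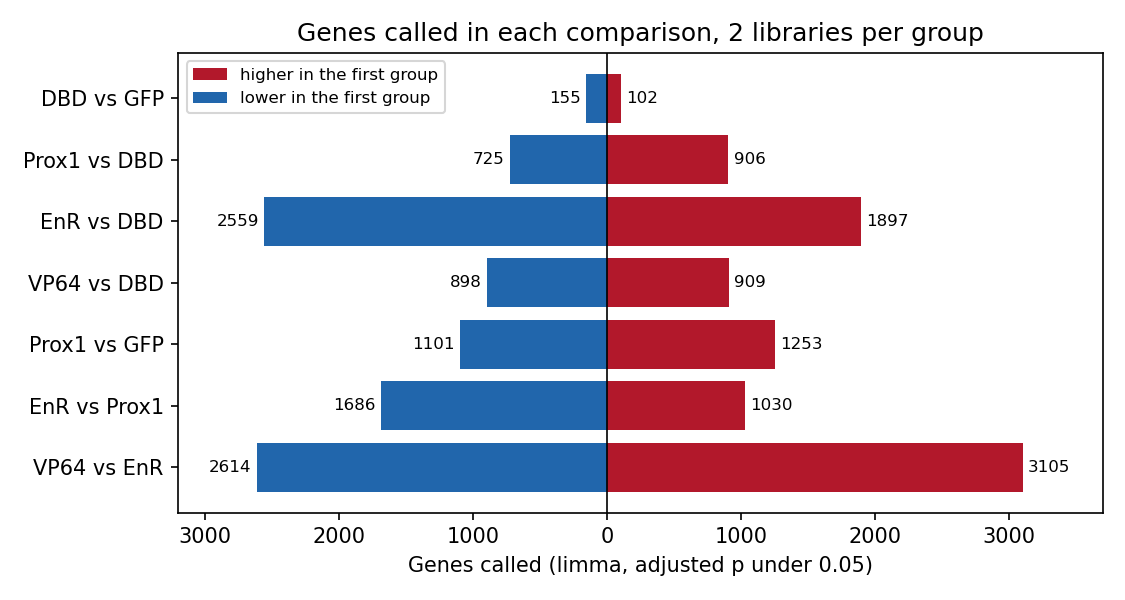
Horizontal bars give the number of genes called by limma at adjusted p under 0.05 in each comparison, higher and lower in the first group apart. VP64 vs EnR had the most, 3105 higher and 2614 lower, and DBD vs GFP the fewest, 102 and 155.

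EnR was compared with DBD to show what follows when the Prox1 DNA-binding domain carries a repressor. Alb and Afp rose here too. Alb had 8153 ± 1803 normalized counts against 2416 ± 1069 (SD, n = 2), a 3.51-fold rise, and Afp had 25190.0 ± 2863 against 7023 ± 1179, a 3.60-fold rise. Ttr rose 3.11-fold and Trf 7.60-fold. Hnf4a (log2 fold change 1.39), Cdh1 (1.00) and Krt18 (1.30) were higher. Hnf4a was not called without DBD replicate 2 (adjusted p = 0.061). Cdh1 was not called without the replicate block (adjusted p = 0.12) or DBD replicate 2 (0.080), and Krt18 was not called without DBD replicate 1 (adjusted p = 0.066). The elastin gene Eln had 10822 ± 1877 against 2942 ± 934, a 3.75-fold rise, and the fibulin gene Fbln1 rose 3.41-fold.

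The largest rises among abundant genes were in Lcn2, Agap2, Kng1, Fga, Mir6236, Fgfr3, Hp and Trf. Lipocalin 2 (Lcn2, ENSMUSG00000026822, chromosome 2, 32384633 to 32388252), an iron-siderophore binding protein, rose 16.4-fold, and haptoglobin (Hp), a hemoglobin-binding plasma protein, rose 8.44-fold. The largest falls were in Tnfsf18, Stk26, Slc5a7, Prox1, Zfp931, Adcyap1r1, Zfp758 and P2ry10b. Slc5a7, the choline transporter gene, fell 6.54-fold and Adcyap1r1 fell 5.64-fold. The EnR replicates were far apart for some of these: Mir6236 had 29121 ± 30486, Stk26 29.8 ± 22.1, Zfp931 53.6 ± 52.6, Zfp758 71.2 ± 66.9 and Tnfsf18 3.15 ± 4.46 normalized counts (SD, n = 2). Mir6236 was not called without DBD replicate 2 (adjusted p = 0.060) and Tnfsf18 was not called without DBD replicate 2 (adjusted p = 0.069). Zfp931 was not called without DBD replicate 2 (adjusted p = 0.087) and Zfp758 was not called without DBD replicate 2 (adjusted p = 0.11).

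Of 37 hepatocyte secreted protein genes, 26 rose (27 up adjusted over the list alone), with a median log2 fold change of 1.71 (camera adjusted p = 3.1e-15, adjusted p = 0.27 with an estimated correlation). Kng1 (3.56) and Hpx (2.61), which encodes hemopexin, were among them. In hepatocyte metabolism and transport, 9 rose and 1 fell (10 up and 2 down adjusted over the list alone) of 24 (camera adjusted p = 0.015, adjusted p = 0.47 with an estimated correlation), with Pcsk9 at 1.62 and the urea cycle gene Ass1 at -0.83. This call ended without EnR replicate 1 (adjusted p = 0.092) or with GFP as the control (0.073). Of 16 hepatocyte transcription factors, 9 rose and 1 fell (10 up and 2 down adjusted over the list alone) (camera adjusted p = 0.0020, adjusted p = 0.27 with an estimated correlation), a call that ended over genes with a mean of at least 50 (adjusted p = 0.077). Epithelial junction and keratin genes (18 rose and 3 fell of 40, 23 up and 4 down adjusted over the list alone) had a median of 0.66 (camera adjusted p = 1.2e-04, adjusted p = 0.47 with an estimated correlation), with the gap junction gene Gjb1 at 1.44 and the claudin gene Cldn1 at -1.75. In the cell cycle list, 35 rose (38 up and 1 down adjusted over the list alone) of 48, with a median of 0.65 (camera adjusted p = 7.9e-17, adjusted p = 0.42 with an estimated correlation), among them the mitotic kinase genes Plk1 (1.06) and Aurkb (1.03). Of 12 intestine, stomach and pancreas genes, 6 rose (6 up adjusted over the list alone) (camera adjusted p = 0.0076, adjusted p = 0.28 with an estimated correlation), with Anpep at 1.57. It was not called without EnR replicate 1 (adjusted p = 0.058) or with no filter on low values (0.091).

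In the extracellular matrix list, 17 rose and 6 fell (17 up and 8 down adjusted over the list alone) of 50 (camera adjusted p = 0.0071, adjusted p = 0.68 with an estimated correlation). The list was not called without DBD replicate 2 (adjusted p = 0.060) or with fry (0.16). With GFP in place of DBD as the control the median was -0.05 (adjusted p = 0.99). Cartilage and bone genes (12 rose and 3 fell of 28, 13 up and 4 down adjusted over the list alone) included Comp at 1.95 and the cartilage collagen gene Col2a1 at 1.92 (camera adjusted p = 0.0095, adjusted p = 0.42 with an estimated correlation). This call ended without EnR replicate 2 (adjusted p = 0.065). Of 37 contractile and smooth muscle genes, 2 rose and 13 fell (2 up and 13 down adjusted over the list alone) (camera adjusted p = 0.029, adjusted p = 0.60 with an estimated correlation), with the pericyte gene Rgs5 at -1.81, Cnn1 at -1.16 and Acta2 at -0.88. That call ended without the replicate block (adjusted p = 0.050) or EnR replicate 1 (0.16) or over genes with a mean of at least 50 (0.074). With GFP in place of DBD as the control the median was 0.31 (camera adjusted p = 0.0012 at the preset correlation of 0.01). In the p53 and apoptosis list, 2 rose and 12 fell (2 up and 13 down adjusted over the list alone) of 28 (camera adjusted p = 4.7e-04, adjusted p = 0.27 with an estimated correlation). The p53 targets Ccng1 (-0.95) and Perp (-0.83) fell, while the stress cytokine gene Gdf15 (1.76) rose. Cholesterol and fatty acid synthesis genes (9 rose and 2 fell of 36, 11 up and 2 down adjusted over the list alone) were called (camera adjusted p = 0.012, adjusted p = 0.64 with an estimated correlation), but not without DBD replicate 1 (adjusted p = 0.072) or EnR replicate 2 (0.11) or with fry (0.11). Fibroblast and mesenchyme regulators went both ways (12 rose and 9 fell of 49, 16 up and 10 down adjusted over the list alone, camera adjusted p = 0.21), with Snai1 at 0.88, Cd44 at -1.01, Hand2 at 0.67 and Ebf2 at -0.72. Prrx1, a regulator of stromal fibroblasts, was at -0.56 (adjusted p = 0.0077), a call that ended without the replicate block (adjusted p = 0.088) or DBD replicate 2 (0.075). Neuronal genes (4 rose and 10 fell of 37, 4 up and 10 down adjusted over the list alone) were not called as a list (camera adjusted p = 0.45). Map2 was at -0.66 (adjusted p = 0.013) and lost its call without DBD replicate 1 (adjusted p = 0.055) or 2 (0.12). Krt19 (-0.46, adjusted p = 0.11), Pparg (-0.16, 0.40), Tubb3 (-0.05, 0.83) and Myc (-0.11, 0.34) did not pass the test. Neither did Sox9 (0.13, 0.57), Tjp1 (-0.22, 0.13), Des (0.00, 0.99) and Myh9 (-0.06, 0.69).

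Over the EnR vs DBD genes tested, limma called 4456 of 16287, of which 1897 were higher and 2559 lower in EnR. Of these, 562 and 519 differed by at least 2-fold. The count fell to 2712 and 1001 without DBD replicate 1 or 2. Of the 4456 genes, 3582 were called the same way without EnR replicate 1, 3251 without EnR replicate 2 and 2551 without either. The SD of the log2 difference between replicates was 0.891 in EnR and 0.346 to 0.429 in the other groups, so the shared estimate of the spread was below that of EnR itself. With weights that count the libraries of a more variable group less, chosen after seeing the data, 2140 genes were called.

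VP64 was compared with DBD to show what follows when the same domain carries an activator. Afp had 1917 ± 431 normalized counts against 7023 ± 1179 (SD, n = 2), a 3.68-fold fall. Hnf4a fell 3.25-fold and Cdh1 fell 4.16-fold from 826 ± 307 to 198 ± 75.2. The desmosome genes Dsg2 (ENSMUSG00000044393, chromosome 18, 20558074 to 20604521) and Dsp fell 11.3-fold and 3.34-fold. Alb was at 1392 ± 236 against 2416 ± 1069 and did not pass the test (log2 fold change -0.73, adjusted p = 0.062), nor did Ttr (-0.60, 0.22) or Trf (-0.89, 0.14). Hand2, a transcription factor of heart and mesenchyme (ENSMUSG00000038193, chromosome 8, 57320983 to 57324633), rose 2.50-fold from 923 ± 89.8 to 2309.8 ± 186.

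The largest rises among abundant genes were in Tnfsf18, Prox1, Syk, Gucy1b1, Notch4, Kcns3, Tgm2 and Ccdc80. The tyrosine kinase gene Syk rose 4.37-fold, the guanylate cyclase subunit gene Gucy1b1 4.04-fold and the endothelial receptor gene Notch4 3.74-fold. The largest falls were in Dsg2, Oit1, Psca, Cdhr2, Alox5, Cdh1, Tmem252 and Arhgap36. The leukotriene synthesis gene Alox5 fell 4.21-fold. Tnfsf18 was not called without GFP replicate 1 (adjusted p = 0.060) or 2 (0.060), Prox1 replicate 1 (0.058) or 2 (0.059), DBD replicate 1 (0.25) or 2 (0.11) or VP64 replicate 1 (0.092) or 2 (0.24). Kcns3 was not called without the replicate block (adjusted p = 0.082), GFP replicate 1 (0.068) or 2 (0.069), Prox1 replicate 1 (0.067) or 2 (0.068), DBD replicate 1 (0.088) or 2 (0.30) or VP64 replicate 1 (0.20) or 2 (0.087). Cdhr2 was not called without DBD replicate 2 (adjusted p = 0.15) or VP64 replicate 1 (0.073) or 2 (0.084). Tmem252 was not called without DBD replicate 2 (adjusted p = 0.058) and Arhgap36 was not called without the replicate block (adjusted p = 0.063) or DBD replicate 1 (0.073).

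Of 37 hepatocyte secreted protein genes, 1 rose and 8 fell (1 up and 12 down adjusted over the list alone), with a median log2 fold change of -0.50 (camera adjusted p = 7.2e-04, adjusted p = 0.48 with an estimated correlation). That list was not called with fry (adjusted p = 0.078). Serpina1b was at -1.67, although reads can be shared within that gene family. In hepatocyte metabolism and transport, 4 fell (4 down adjusted over the list alone) of 24 (camera adjusted p = 0.021, adjusted p = 0.47 with an estimated correlation). This call ended without VP64 replicate 1 (median -0.22), with no filter on low values (camera adjusted p = 0.11) or with fry (0.067). It also ended on the authors' deposited p-values, signed by their fold changes (camera adjusted p = 0.10). Of 16 hepatocyte transcription factors, 1 rose and 3 fell (2 up and 3 down adjusted over the list alone) (camera adjusted p = 0.31). Epithelial junction and keratin genes fell as a group: 4 rose and 16 fell (5 up and 20 down adjusted over the list alone) of 40, with a median of -0.87 (camera adjusted p = 2.7e-05, adjusted p = 0.42 with an estimated correlation). Krt18 was at -1.30 (adjusted p = 0.015), a call that ended without DBD replicate 1 (adjusted p = 0.055) or 2 (0.15) or VP64 replicate 1 (0.087). Of 28 cholangiocyte genes, 8 fell (2 up and 10 down adjusted over the list alone) (camera adjusted p = 0.0021, adjusted p = 0.48 with an estimated correlation), with Ddit4l at -0.93. The cholangiocyte list was not called with GFP as the control (adjusted p = 0.18). Krt19 was at -0.88 (adjusted p = 0.021). Krt19 lost its call without DBD replicate 2 (adjusted p = 0.19) or VP64 replicate 1 (0.098) or 2 (0.097). Of 12 intestine, stomach and pancreas genes, 4 fell (5 down adjusted over the list alone), with the microvillus gene Vil1 at -1.45 (camera adjusted p = 0.0020, adjusted p = 0.27 with an estimated correlation). Its call ended with no filter on low values (adjusted p = 0.11). In the cell cycle list, 28 fell (34 down adjusted over the list alone) of 48, with a median of -0.49 (camera adjusted p = 7.8e-17, adjusted p = 0.42 with an estimated correlation). The topoisomerase gene Top2a was at -0.76 and the cytokinesis gene Ect2 at -0.97.

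In the extracellular matrix list, 11 rose and 2 fell (13 up and 3 down adjusted over the list alone) of 50 (camera adjusted p = 0.030, adjusted p = 0.70 with an estimated correlation), with Ecm1 at 1.49 and the crosslinking enzyme gene Loxl2 at 1.33. It was not called without DBD replicate 2 (adjusted p = 0.79), VP64 replicate 1 (0.19) or EnR replicate 1 (0.085) or 2 (0.081), over genes with a mean of at least 50 (0.060) or with fry (0.17). With GFP in place of DBD as the control, the medians of the matrix and interferon response lists were -0.08 and -0.26, neither called (adjusted p = 0.24 and 0.059). Contractile and smooth muscle genes (2 rose and 4 fell of 37, 3 up and 5 down adjusted over the list alone, camera adjusted p = 0.70) went both ways, with Cnn1 at 1.47 and Rgs5 at -1.70, with a median of 0.13, a mean of -0.03 and a test direction of up. Of 37 neuronal genes, 2 rose and 7 fell (2 up and 8 down adjusted over the list alone) (camera adjusted p = 0.031, adjusted p = 0.48 with an estimated correlation), with the adhesion gene L1cam at -1.70. The neuronal call ended without the replicate block (adjusted p = 0.054), DBD replicate 1 (0.058) or VP64 replicate 2 (0.085), with fry (0.073) or with GFP as the control (0.24). The interferon response list had a median of 0.49 (camera adjusted p = 4.3e-08, adjusted p = 0.60 with an estimated correlation), but limma called 0 of its 42 genes, also adjusted over the list alone. The interferon call ended with fry (adjusted p = 0.27). At an unadjusted p under 0.05 limma had 21 of them up. edgeR called 0 and DESeq2 7. TGF-beta and YAP targets (6 rose and 4 fell of 28, 8 up and 4 down adjusted over the list alone, camera adjusted p = 0.12) included Serpine1 at 1.44 and Tgfbi at -1.31. Among fibroblast and mesenchyme regulators (5 rose and 3 fell of 49, 5 up and 3 down adjusted over the list alone, camera adjusted p = 0.43), Ebf2 was at 0.67 (adjusted p = 0.0067) and lost its call without the replicate block (adjusted p = 0.054), DBD replicate 1 (0.059) or 2 (0.069) or VP64 replicate 2 (0.066). Tubb3 (-0.13, adjusted p = 0.60), Des (-0.48, 0.20), Prrx1 (-0.32, 0.11) and Myc (0.04, 0.83) did not pass the test, nor did Tjp1 (0.19, 0.24) or Myh9 (0.17, 0.32). Map2 (-0.66, adjusted p = 0.026), Pparg (-0.52, 0.035) and Sox9 (-0.59, 0.041) were lower in VP64. Map2 was not called without the replicate block (adjusted p = 0.065), DBD replicate 1 (0.12) or 2 (0.18) or VP64 replicate 2 (0.22). Pparg was not called without the replicate block (adjusted p = 0.095), Prox1 replicate 1 (0.067) or 2 (0.067), DBD replicate 1 (0.087) or 2 (0.26) or VP64 replicate 1 (0.14) or 2 (0.12). Sox9 was not called without the replicate block (adjusted p = 0.070), GFP replicate 1 (0.071) or 2 (0.072), Prox1 replicate 1 (0.075) or 2 (0.076), DBD replicate 1 (0.13) or 2 (0.26) or VP64 replicate 2 (0.32).

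Over the VP64 vs DBD genes tested, limma called 1807 of 16287, of which 909 were higher and 898 lower in VP64. Of these, 165 and 284 differed by at least 2-fold. Without the replicate block 1108 were called. The count was 485 and 516 without DBD replicate 1 or 2 and 1131 and 509 without VP64 replicate 1 or 2. It was 3237 and 3243 without EnR replicate 1 or 2.

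**Figure D3:**
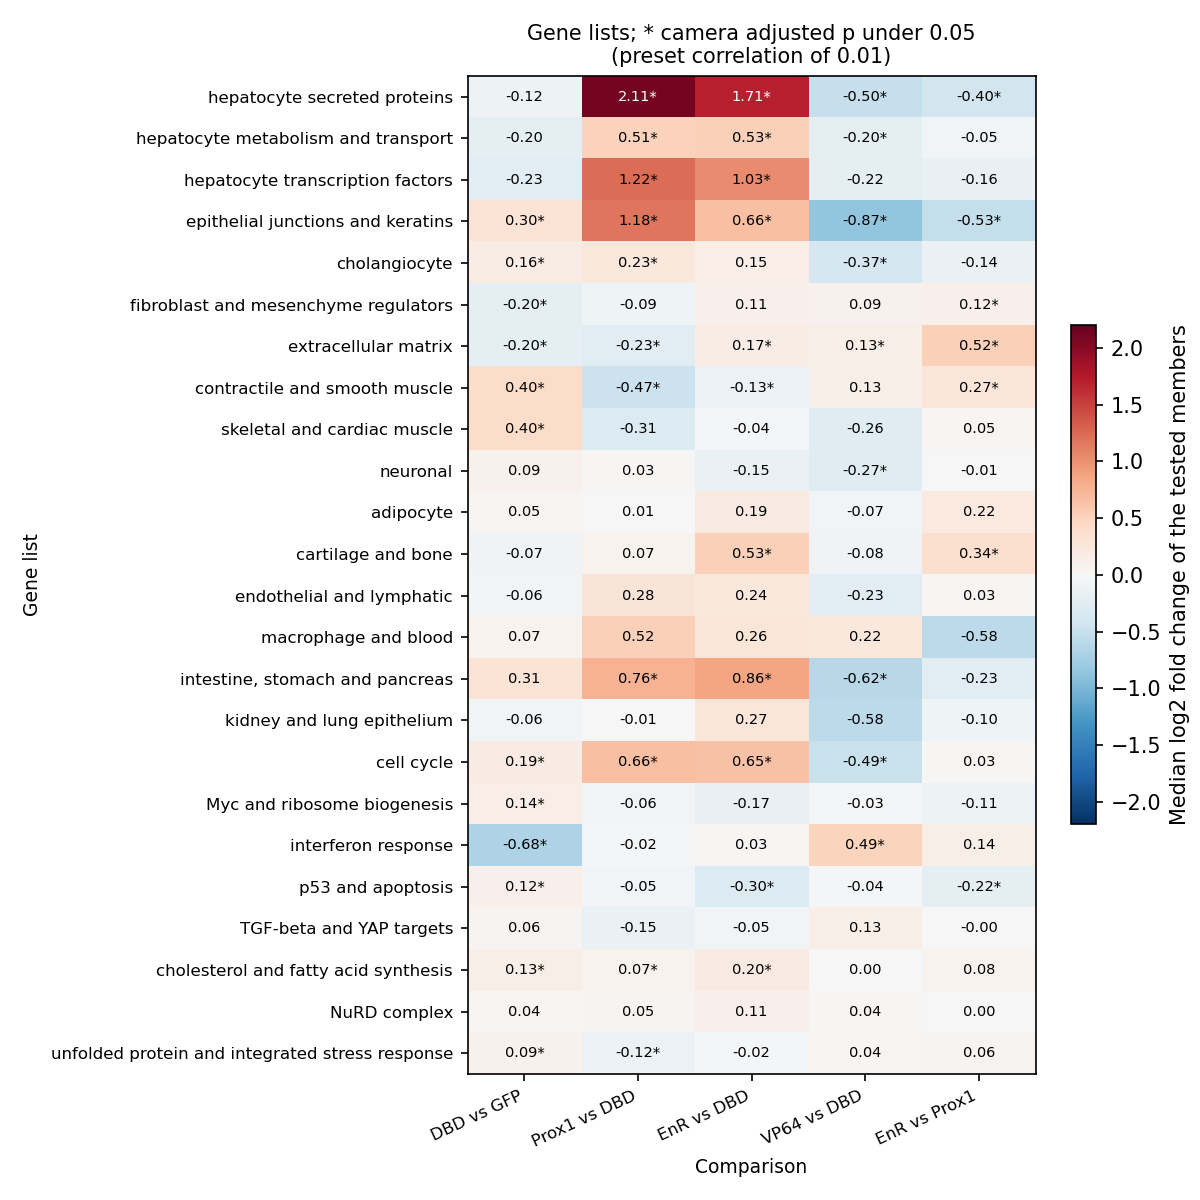
Heat map of the median log2 fold change of 24 gene lists in 5 comparisons. A star marks a camera adjusted p under 0.05. Hepatocyte secreted proteins stood at 2.11 in Prox1 vs DBD, 1.71 in EnR vs DBD and -0.50 in VP64 vs DBD.

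Genes called with full-length Prox1 were compared with those of each fusion, to ask whether the fusions moved them the same way. Of the 906 genes higher in Prox1 than in DBD, 581 (64.1%) were also higher in EnR, against 106 for independent calls (odds ratio 19.1). Of the 725 lower genes, 413 (57.0%) were also lower in EnR, against 114 (Fisher's exact test, two-sided, p = 7.4e-152). The opposite way went 10 and 16 genes. Abundant genes were ranked by the smaller of the 2 absolute fold changes. Fga (3.80 in Prox1 and 3.40 in EnR, log2), Kng1 (3.38 and 3.56), Fgfr3 (3.29 and 3.19), Agap2 and Trf rose most in both. Ranked in this way, Adcyap1r1 (-2.21 and -2.50), Gja5, Syk, Adcyap1 and the prolactin receptor gene Prlr (-1.62 and -2.29) fell most in both. VP64 moved many of the genes the other way: 289 of the 906 (31.9%) were lower in VP64, against 49.95 for independent calls (Fisher's exact p = 8.2e-152). Of the lower genes, 191 of 725 (26.3%) were higher, against 40.5 (Fisher's exact p = 1.4e-79). By the same ranking, genes that rose in Prox1 and fell in VP64 most were Tmem252, Oit1, Akr1c19, Afp and Krt8, with Krt8 (1.87 and -1.92) and Afp (2.81 and -1.88). Syk, Ifi209, Foxs1, Fxyd6 and Itga7 went the other way, with Syk (-1.80 and 2.13) and the integrin gene Itga7 (-1.49 and 1.66). In the same direction as Prox1, VP64 moved 21 higher and 60 lower genes.

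These comparisons share the DBD libraries, which alone makes fold changes move together. In 50 simulations of unchanged groups against the same controls, the correlation of fold changes across genes was 0.503 and the covariance 0.0487. Across these values genes are not independent replicates. The measured values were 0.546 and 0.221 for Prox1 with EnR, and -0.232 and -0.0657 for Prox1 with VP64. Without changed genes, simulated groups shared 0.06 and 0.08 calls on average, which cannot show whether shared libraries raise the overlaps. With GFP as the control of Prox1, no library was shared: 582 of 1253 higher genes (46.4%) and 334 of 1101 lower genes (30.3%) moved the same way in EnR vs DBD, against 146 and 173 (Fisher's exact p = 7.1e-235 and 1.1e-36). Of the same genes, 55 higher and 112 lower ones moved the opposite way in EnR vs DBD, against 197 and 128 (Fisher's exact p = 6.3e-39 and 0.12). In VP64 vs DBD, 432 (34.5%) and 281 (25.5%) moved the opposite way, against 69.1 and 61.4 (Fisher's exact p = 1.2e-258 and 1.7e-117). The correlations were then 0.357 with EnR and -0.408 with VP64. Leaving out 1 library moved the shared percentages between 46.88 and 81.14 (higher in Prox1 and EnR, 64.1 with all libraries) and between 35.81 and 65.64 (lower in both, 57.0). It moved the opposite percentages between 14.94 and 44.44 (higher in Prox1 and lower in VP64, 31.9) and between 12.37 and 35.82 (the reverse, 26.3).

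EnR was compared with full-length Prox1 directly, to test where the repressor fusion and the whole protein differed. Alb, Ttr and Afp were lower in EnR. Alb had 8153 ± 1803 normalized counts against 21505 ± 1102 (SD, n = 2), a 2.67-fold difference, Ttr was 3.80-fold lower and Afp 1.95-fold lower. Prelp, a leucine-rich repeat proteoglycan of connective tissue, was 4.94-fold higher in EnR and Fbln1 2.58-fold higher. Hand2 was 1.86-fold higher in EnR (1461 ± 41.1 against 787 ± 90.2). Krt19 was at -1.01 on the log2 scale (adjusted p = 0.012) and lost its call without Prox1 replicate 1 (adjusted p = 0.091) or 2 (0.088). Hnf4a was at -1.27 (adjusted p = 0.012) and lost it without the replicate block (adjusted p = 0.081) or Prox1 replicate 1 (0.086) or 2 (0.12). Trf (-1.28, adjusted p = 0.036) and Ebf2 (-0.47, 0.025) were lower and Tubb3 (0.49, 0.035) higher in EnR. Trf lost its call without the replicate block (adjusted p = 0.085), Prox1 replicate 1 (0.17) or 2 (0.18) or EnR replicate 1 (0.077) or 2 (0.065), Ebf2 without the replicate block (adjusted p = 0.12), Prox1 replicate 1 (0.22) or 2 (0.098) or EnR replicate 1 (0.061) and Tubb3 without the replicate block (adjusted p = 0.20), GFP replicate 1 (0.061) or 2 (0.062), Prox1 replicate 1 (0.20) or 2 (0.18) or EnR replicate 1 (0.051) or 2 (0.068). The largest rises among abundant genes were in Gdf5, Prelp, Elobl, Mir6236, Abi3bp, Ramp2, Wfdc1 and Hsd11b2. The largest falls were in Stk26, Zfp758, Tnfsf18, Rgs5, Cyp2c65, Zfp931, Sh2d1b1 and Ppbp. The joint growth factor gene Gdf5 was 6.66-fold higher and Rgs5 5.78-fold lower in EnR. Leaving out Prox1 replicate 1 ended the calls of Elobl (adjusted p = 0.058), Wfdc1 (0.051), Stk26 (0.072), Zfp758 (0.095), Cyp2c65 (0.065), Zfp931 (0.086), Mir6236 (0.18) and Tnfsf18 (0.16). Leaving out Prox1 replicate 2 ended those of Stk26 (adjusted p = 0.053), Zfp758 (0.083), Cyp2c65 (0.11), Zfp931 (0.11), Mir6236 (0.24) and Tnfsf18 (0.23). Ramp2 (0.051), Cyp2c65 (0.072), Mir6236 (0.11) and Tnfsf18 (0.055) were not called without the replicate block (adjusted p in parentheses). Mir6236 also lost its call without GFP replicate 1 (adjusted p = 0.076) or 2 (0.076), VP64 replicate 1 (0.059) or 2 (0.060) or EnR replicate 2 (0.23), and Tnfsf18 without GFP replicate 1 (adjusted p = 0.069) or 2 (0.070), DBD replicate 1 (0.062) or 2 (0.064) or VP64 replicate 1 (0.060) or 2 (0.061).

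Of 50 extracellular matrix genes, 29 rose and 1 fell (32 up and 2 down adjusted over the list alone), with a median log2 fold change of 0.52 (camera adjusted p = 3.0e-12, adjusted p = 0.42 with an estimated correlation). Fmod was at 1.54. Contractile and smooth muscle genes (13 rose and 1 fell of 37, 16 up and 1 down adjusted over the list alone) were higher as a list (camera adjusted p = 9.5e-06, adjusted p = 0.42 with an estimated correlation), with Lmod1 at 1.43 and Mylk at 1.65. Cartilage and bone genes (9 rose and 1 fell of 28, 10 up and 1 down adjusted over the list alone, camera adjusted p = 0.0015, adjusted p = 0.32 with an estimated correlation) included Col10a1 at 0.90. Fibroblast and mesenchyme regulators (10 rose and 2 fell of 49, 14 up and 4 down adjusted over the list alone, camera adjusted p = 0.0036, adjusted p = 0.48 with an estimated correlation) included Hand2. Epithelial junction and keratin genes (1 rose and 9 fell of 40, 1 up and 10 down adjusted over the list alone) had a median of -0.53 (camera adjusted p = 3.6e-05, adjusted p = 0.42 with an estimated correlation). p53 and apoptosis genes (2 rose and 9 fell of 28, 3 up and 11 down adjusted over the list alone) had one of -0.22 (camera adjusted p = 0.0055, adjusted p = 0.27 with an estimated correlation). Of 37 hepatocyte secreted protein genes, 1 rose and 11 fell (3 up and 14 down adjusted over the list alone) (camera adjusted p = 0.015, adjusted p = 0.56 with an estimated correlation), a call that ended without the replicate block (adjusted p = 0.056) or EnR replicate 1 (0.18) or with fry (0.15). With fry, the contractile and fibroblast lists were not called in this comparison (adjusted p = 0.061 and 0.081). Cell cycle genes (1 rose and 3 fell of 48, 3 down adjusted over the list alone) were not called (camera adjusted p = 0.61), with a median of 0.03, a mean of -0.01 and a test direction of up. Over the EnR vs Prox1 genes tested, limma called 2716 of 16287, 1030 higher and 1686 lower in EnR, and 1655 without the replicate block. The count was 100 without Prox1 replicate 1 and 531 without Prox1 replicate 2.

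VP64 was compared with EnR, the activator with the repressor on the same DNA-binding domain. Prox1 reads were also far higher in VP64 than in EnR, so the amounts of these constructs may have differed as well. Afp had 1917 ± 431 normalized counts in VP64 against 25190.0 ± 2863 in EnR (SD, n = 2), a 13.3-fold difference. Alb had 1392 ± 236 against 8153 ± 1803, 5.83-fold. Hnf4a was 8.52-fold lower, Cdh1 8.31-fold lower and Krt18 6.03-fold lower in VP64, while Ebf2, a co-activator in fat cell formation, was 2.62-fold higher. Ttr (-2.23, adjusted p = 3.9e-04) and Trf (-3.81, 6.8e-05) were lower in VP64 on the log2 scale, and Hand2 (0.66, 0.0025) was higher. Tjp1 was at 0.41 (adjusted p = 0.010) and lost its call without VP64 replicate 1 (adjusted p = 0.075). Sox9 was at -0.71 (adjusted p = 0.0067) and lost it without VP64 replicate 2 (adjusted p = 0.056). Among abundant genes the largest rises were in Tnfsf18, Prox1, Syk, Gucy1b1, Nox4, Slc5a7, Flt1 and Itga7. The largest falls were in Fgfr3, Pcp4l1, Agap2, Tnfrsf19, Oit1, Lcn2, Serpinf2 and Psca. Syk was 15.7-fold higher and Fgfr3 21.2-fold lower in VP64. Of 37 hepatocyte secreted protein genes, 28 fell (29 down adjusted over the list alone), with a median log2 fold change of -2.41 (camera adjusted p = 1.2e-15, adjusted p = 0.23 with an estimated correlation). Of 40 epithelial junction and keratin genes, 6 rose and 27 fell (7 up and 27 down adjusted over the list alone) (camera adjusted p = 1.1e-07, adjusted p = 0.27 with an estimated correlation). Of 48 cell cycle genes, 43 fell (43 down adjusted over the list alone), with a median of -1.15 (camera adjusted p = 3.4e-25, adjusted p = 0.23 with an estimated correlation). In the p53 and apoptosis list, 13 rose and 3 fell (13 up and 3 down adjusted over the list alone) of 28 (camera adjusted p = 0.015, adjusted p = 0.23 with an estimated correlation). Map2 (0.00, adjusted p = 1.00), Tubb3 (-0.08, 0.67), Des (-0.47, 0.12) and Krt19 (-0.43, 0.12) did not pass the test. Over the VP64 vs EnR genes tested, limma called 5719 of 16287, 3105 higher and 2614 lower in VP64, and 3665 without VP64 replicate 1.

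DBD was compared with GFP to show whether the DNA-binding domain alone changed the cells. Besides Prox1, the largest rises among abundant genes were in Actg2, Pcp4l1, Gjb3, Acta1, Cdsn, Alox5 and Rgs5. The smooth muscle actin gene Actg2 had 781 ± 131 normalized counts against 266 ± 12.9 (SD, n = 2) and Rgs5 rose 2.45-fold from 1688 ± 394 to 4116 ± 756. Afp rose 2.26-fold (adjusted p = 0.0080), a call that ended without the replicate block (adjusted p = 0.18), GFP replicate 2 (0.078) or DBD replicate 2 (0.14). Alb (-0.39, adjusted p = 0.49), Ttr (0.13, 0.91) and Hnf4a (0.63, 0.30) did not pass the test. The largest falls were in Ifi206, Gbp11, Ms4a4d, Mpeg1, Sp110, Spon1, H2-Q6 and Hsd11b1, several of them induced by interferon. Gbp11 had 63.5 ± 41.8 against 302 ± 78.4. Of the 45 named genes called here, Prox1 and Rgs5 kept the call whichever library was left out, and Prox1 alone kept it without the replicate block (Rgs5 adjusted p = 0.11). Over the DBD vs GFP genes tested, limma called 257 of 16287, 102 higher and 155 lower in DBD, and 1 without the replicate block. The count was 7 and 4 without GFP replicate 1 or 2, and 131 and 2 without DBD replicate 1 or 2. It was 125 and 127 without Prox1 replicate 1 or 2, and 681 and 687 without EnR replicate 1 or 2. DESeq2 called 666.

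In the contractile and smooth muscle list, 13 rose (23 up adjusted over the list alone) of 37, with a median log2 fold change of 0.40 (camera adjusted p = 6.2e-21, adjusted p = 0.27 with an estimated correlation). In skeletal and cardiac muscle, 1 rose (3 up adjusted over the list alone) of 29 (camera adjusted p = 0.0030, adjusted p = 0.28 with an estimated correlation), a call that ended without DBD replicate 2 (adjusted p = 0.060). Interferon response genes had a median of -0.68: 4 fell (28 down adjusted over the list alone) of 42 (camera adjusted p = 2.3e-20, adjusted p = 0.47 with an estimated correlation). H2-K1, a class I histocompatibility gene, was at -1.29 (adjusted p = 0.025) and was not called without the replicate block (adjusted p = 0.22), GFP replicate 1 (0.18) or 2 (0.25) or DBD replicate 1 (0.060) or 2 (0.39). The mean of that list differed by 0.674 between the 2 DBD libraries and by 0.253 between the 2 GFP libraries, against 0.740 between the groups (log2). GFP lay above DBD by 0.529 in replicate 1 and by 0.950 in replicate 2. In the extracellular matrix list, 1 rose and 7 fell (2 up and 17 down adjusted over the list alone) of 50 (camera adjusted p = 1.8e-08, adjusted p = 0.48 with an estimated correlation). Of 40 epithelial junction and keratin genes, 3 rose (8 up and 1 down adjusted over the list alone) (camera adjusted p = 3.6e-05, adjusted p = 0.42 with an estimated correlation). Cell cycle genes had a median of 0.19 (2 rose of 48, 2 up adjusted over the list alone, camera adjusted p = 3.3e-07, adjusted p = 0.48 with an estimated correlation). Unfolded protein and integrated stress response genes had one of 0.09 (3 rose of 32, 5 up adjusted over the list alone, camera adjusted p = 0.0012, adjusted p = 0.42 with an estimated correlation). Of 28 cholangiocyte genes, 1 rose (5 up adjusted over the list alone) (camera adjusted p = 0.022, adjusted p = 0.56 with an estimated correlation). Of 49 fibroblast and mesenchyme regulators, 2 rose (7 up and 11 down adjusted over the list alone), with a median of -0.20 (camera adjusted p = 0.0062, adjusted p = 0.51 with an estimated correlation). The cholangiocyte call ended without GFP replicate 2 (adjusted p = 0.20) or EnR replicate 1 (0.063) or 2 (0.056) or with fry (0.16). The fibroblast call ended without GFP replicate 2 (adjusted p = 0.12) or DBD replicate 2 (0.089) or with fry (0.18). limma called 0 genes of 3 further lists that camera called: Myc and ribosome biogenesis (camera adjusted p = 1.6e-05, adjusted p = 0.47 with an estimated correlation), p53 and apoptosis (camera adjusted p = 0.0073, adjusted p = 0.27 with an estimated correlation) and cholesterol and fatty acid synthesis (camera adjusted p = 0.012, adjusted p = 0.64 with an estimated correlation). Their medians were 0.14, 0.12 and 0.13, and adjusting over each list alone also gave 0. At an unadjusted p under 0.05 limma had 6 up, 6 up and 1 down, and 3 up in these lists. DESeq2 called 1, 1 and 0 and edgeR called 0 in each. The cholesterol call ended without GFP replicate 2 (adjusted p = 0.13) or DBD replicate 2 (0.073) or with fry (0.30). With fry, the interferon, cell cycle, extracellular matrix, epithelial and Myc lists were not called (adjusted p = 0.15, 0.15, 0.12, 0.081 and 0.11).

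Full-length Prox1 was also compared with GFP, a control that carries no part of Prox1. Alb had 21505 ± 1102 normalized counts against 3258 ± 1792 (SD, n = 2), a 7.16-fold rise, and Afp, Ttr and Trf rose 15.9-fold, 12.9-fold and 17.9-fold. Epcam rose 10.6-fold, Cdh1 4.75-fold and Krt19 2.41-fold (6139 ± 146 against 2588 ± 676), and Hand2 fell 1.66-fold. Hnf4a (3.29, adjusted p = 1.2e-04) and Krt18 (2.27, 6.7e-04) were higher on the log2 scale. Ebf2 was at -0.70 (adjusted p = 0.0035) and lost its call without Prox1 replicate 2 (adjusted p = 0.054). Myc was at 0.35 (0.020) and lost it without the replicate block (adjusted p = 0.26), GFP replicate 1 (0.11) or 2 (0.18) or Prox1 replicate 1 (0.23) or 2 (0.079). Of 37 hepatocyte secreted protein genes, 26 rose and 1 fell (28 up and 1 down adjusted over the list alone) (camera adjusted p = 6.1e-20, adjusted p = 0.23 with an estimated correlation). Of 40 epithelial junction and keratin genes, 30 rose and 1 fell (33 up and 1 down adjusted over the list alone) (camera adjusted p = 1.1e-19, adjusted p = 0.23 with an estimated correlation). Extracellular matrix genes fell: 1 rose and 28 fell (4 up and 35 down adjusted over the list alone) of 50, with a median log2 fold change of -0.55 (camera adjusted p = 1.2e-13, adjusted p = 0.30 with an estimated correlation). In the cell cycle list, 43 rose and 1 fell (46 up and 1 down adjusted over the list alone) of 48 (camera adjusted p = 1.8e-29, adjusted p = 0.23 with an estimated correlation). In the interferon response list, 18 fell (25 down adjusted over the list alone) of 42 (camera adjusted p = 2.8e-11, adjusted p = 0.47 with an estimated correlation). Map2 was at -0.71 (adjusted p = 0.014) and Prrx1 at -0.59 (0.0082). Map2 lost its call without GFP replicate 2 (adjusted p = 0.18) or Prox1 replicate 1 (0.064) or 2 (0.14). Prrx1 lost it without the replicate block (adjusted p = 0.12), GFP replicate 2 (0.13) or Prox1 replicate 1 (0.060) or 2 (0.088). Over the Prox1 vs GFP genes tested, limma called 2354 of 16287, 1253 higher and 1101 lower with Prox1. The count was 1243 and 785 without GFP replicate 1 or 2, and 837 and 1024 without Prox1 replicate 1 or 2.

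**Figure D4:**
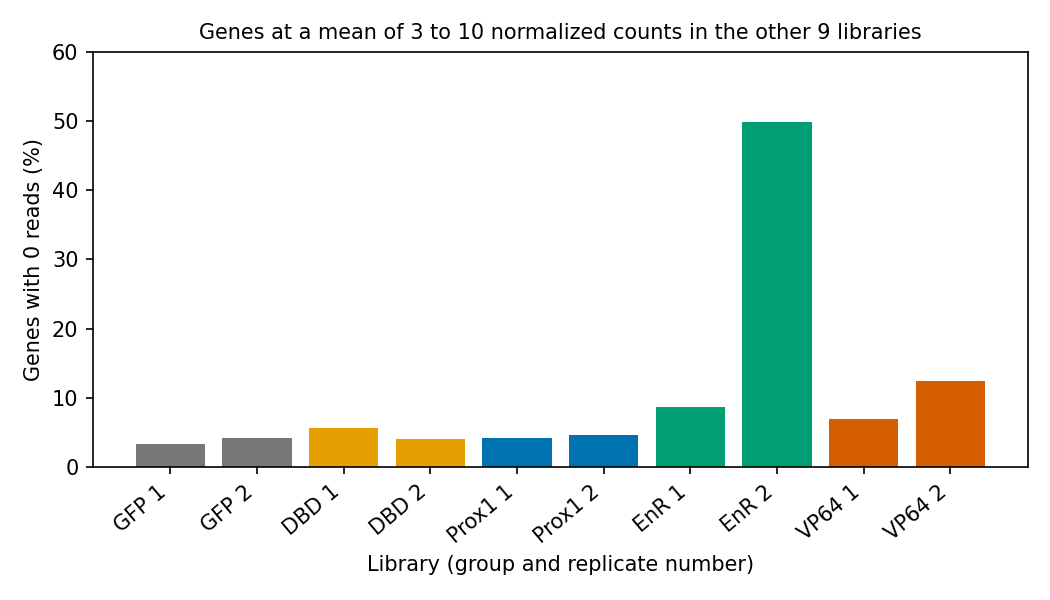
Bars give the percent of genes with 0 reads in each of the 10 libraries, among genes at a mean of 3 to 10 normalized counts in the others. Replicate 2 of EnR had 49.8% and the other 9 libraries 3.31% to 12.5%.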

Values the study reported

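The study reported that overexpressed PROX1 raised albumin secretion per cell 17-fold in the same conversion system. For a separate time course of bulk RNA sequencing, it described a cluster of 3,629 genes that rose with Prox1 and a cluster of 3,264 genes that fell. Those clusters rested on promoter accessibility as well as expression, over several time points and with another threshold. Their sizes are therefore not comparable with the counts above.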

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

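The weights were chosen after seeing the data, while the other alternatives were planned. The Prox1 transcript differences and the percentages of genes shared with EnR or opposed in VP64 kept their direction and stayed past their thresholds in every alternative that gave them. Gene by gene, 11443 results of named genes were the same, 1039 lost their call, 57 gained one and 25 changed sign. Genes called in neither fit count as the same. So do calls kept when a library outside the comparison was left out. In every comparison some named genes lost their call when a library was left out, and most did in DBD vs GFP and EnR vs Prox1. For lists, 1106 were the same, 120 lost their call and 5 changed sign. TMM scaling moved the median log2 fold change over all genes by at most 0.0127 and changed no list call, and leaving out the replicate block ended 3 list calls. Counts that moved by more than 1.5 times are given next, and the cause was not tested except where stated.

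Limma called fewer genes without the replicate block: 1027 of the Prox1 vs DBD genes, 1108 of the VP64 vs DBD genes, 1 of the DBD vs GFP genes and 1655 of the EnR vs Prox1 genes. With no filter on low values the counts were 1077, 1057, 43 and 1615 in the same comparisons. With the 4 libraries compared alone it called 2508 of the Prox1 vs DBD genes, 638 of the DBD vs GFP genes, 4391 of the Prox1 vs GFP genes and 2973 of the VP64 vs EnR genes, with the spread taken from fewer libraries. DESeq2 called 666 of the DBD vs GFP genes. The deposited table held 2034 calls for the EnR vs DBD genes, 1550 for Prox1 vs DBD and 1429 for VP64 vs DBD. With these weights the counts were 3297 in Prox1 vs DBD, 2140 in EnR vs DBD, 2788 in VP64 vs DBD, 843 in DBD vs GFP, 4313 in Prox1 vs GFP, 1090 in EnR vs Prox1 and 3425 in VP64 vs EnR. A 2-fold minimum, which removes smaller changes by construction, left 610, 1081, 449, 94, 889, 546 and 1877 in that order. Leaving out each library in turn gave 453 to 2533 genes in Prox1 vs DBD, 1001 to 5726 in EnR vs DBD, 485 to 3243 in VP64 vs DBD and 2 to 687 in DBD vs GFP. It gave 785 to 3390 in Prox1 vs GFP, 100 to 3943 in EnR vs Prox1 and 3665 to 7286 in VP64 vs EnR. Of the 120 gene list tests, 50 were called, 0 with an estimated correlation and 30 with fry. Of the 546 calls of named genes, the deposited table covered 246 and held 225.

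With GFP as the control of Prox1, EnR and VP64, medians of 5 lists changed sign. They were 0.0434 for the unfolded protein and integrated stress response in Prox1, -0.0457 and 0.307 for extracellular matrix and for contractile and smooth muscle in EnR, and -0.0803 and -0.256 for extracellular matrix and interferon response in VP64. Camera at the preset correlation also called these lists between DBD and GFP, but not with an estimated correlation. With fry, the extracellular matrix and interferon response lists were not called there. For interferon response, variation between libraries could not be told apart from a difference between these groups. The genes that changed sign were not called to begin with. With TMM scaling, Des, EnR vs DBD was 0.00810 and Map2, VP64 vs EnR was -0.00472. Des was 0.0353 with edgeR and 0.0345 with DESeq2. The ranges of log2 fold change with each library left out were as follows. Des, EnR vs DBD ran from -0.414 to 0.405 (0.192 without DBD replicate 1), Sox9, EnR vs DBD from -0.0352 to 0.294 and Tubb3, EnR vs DBD from -0.205 to 0.112. Myc, Prox1 vs DBD ran from -0.0301 to 0.0901, Tubb3, VP64 vs DBD from -0.285 to 0.0320 and Myc, VP64 vs DBD from -0.0172 to 0.0907. Ttr, DBD vs GFP ran from -0.438 to 0.701 (-0.147 without DBD replicate 2), Trf, DBD vs GFP from -0.702 to 0.613 (0.510 without GFP replicate 1) and Tjp1, DBD vs GFP from -0.0335 to 0.0845. Krt18, DBD vs GFP ran from -0.108 to 1.06, Pparg, DBD vs GFP from -0.0452 to 0.290 and Map2, DBD vs GFP from -0.137 to 0.332. Tjp1, EnR vs Prox1 ran from -0.107 to 0.144 (-0.0793 without EnR replicate 2) and Sox9, EnR vs Prox1 from -0.153 to 0.176. Map2, VP64 vs EnR ran from -0.245 to 0.246 (-0.0596 without EnR replicate 1) and Tubb3, VP64 vs EnR from -0.198 to 0.0376. The many genes without reads in EnR replicate 2 limit what can be said of weakly expressed genes in that group.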

Other observations

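The tests set against the explanations of the 3 patterns below were chosen after the results were seen, while the comparisons of groups were planned. The genes of this and the next paragraph were picked after their values were seen. Besides Hnf4a, 3 genes of transcription factors that drive hepatocyte formation were measured at low levels. Reads of these genes cannot be split into those of the mouse's own genes and those of the conversion vector, which carries hepatocyte-inducing factors. Foxa3 was at 44.9 ± 4.29 normalized counts in Prox1 and 44.5 ± 9.45 in EnR (SD, n = 2), against 7.07 ± 0.810 in DBD and 3.18 ± 2.63 in VP64, with log2 fold changes from DBD of 2.51 in Prox1 (adjusted p = 0.022), 2.48 in EnR (0.012) and -1.10 in VP64 (0.25). Gata4 was at 81.0 ± 9.17 in Prox1, 61.5 ± 2.22 in EnR, 25.1 ± 1.77 in DBD and 12.5 ± 4.84 in VP64 (adjusted p = 0.018, 0.027 and 0.11 against DBD for Prox1, EnR and VP64). Hnf1a was at 66.9 ± 5.10, 65.0 ± 2.58, 18.7 ± 1.17 and 15.4 ± 6.75 in the same order (adjusted p = 0.011, 0.0068 and 0.60).

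Genes typical of other epithelia were also measured. Lrp2, which encodes the endocytic receptor megalin of kidney tubules, had 3069 ± 130.2 normalized counts in Prox1, 1473 ± 279 in EnR, 666 ± 85.0 in DBD, 417 ± 255 in GFP and 188 ± 43.0 in VP64 (SD, n = 2). Against DBD it rose in Prox1 (log2 2.21, adjusted p = 9.6e-04) and fell in VP64 (-1.83, 0.0025). Its partner receptor gene Cubn was at 0.82 in Prox1 (adjusted p = 0.0028), 0.72 in EnR (0.0031) and -1.11 in VP64 (9.4e-04). Foxj1, a regulator of motile cilia, was at 344 ± 67.3 in Prox1 and 241 ± 109 in EnR against 49.4 ± 0.973 in DBD. Gcg, the glucagon gene, was at 181 ± 94.6 in Prox1, against 0.424 ± 0.600 in DBD and 0.630 ± 0.892 in EnR (log2 fold change 6.96 against DBD, adjusted p = 0.0039). It was not called without Prox1 replicate 1 (adjusted p = 0.066) or 2 (0.15).

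With DBD as the control, the study describes Krt19 as lower with the EnR fusion, as part of a response like that of full-length Prox1, and the activator as acting the opposite way. The values here had another sign in Prox1 and in VP64. Against DBD, Krt19 was at 0.55 on the log2 scale in Prox1 (adjusted p = 0.13), -0.46 in EnR (0.11) and -0.88 in VP64 (0.021), and only the last was called. That call was lost without DBD replicate 2 (adjusted p = 0.19) or VP64 replicate 1 (0.098) or 2 (0.097). Against GFP, Krt19 was higher in Prox1 (1.27, adjusted p = 0.0027). The deposited table has the same 3 signs, with shrunken log2 fold changes: Krt19, Prox1 vs DBD was 0.49 (adjusted p = 0.0011), Krt19, EnR vs DBD was -0.35 (0.11) and Krt19, VP64 vs DBD was -0.83 (1.4e-06).

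The first pattern is that EnR replicate 2 stood apart from the other libraries. Lower sequencing depth is argued against: at equal reads it had 19011 genes with at least 1 read, against 22517 to 23538 in the other 9 libraries. Loss of weakly expressed genes through the EnR construct is argued against as well, since EnR replicate 1 had 0 reads in 8.68% of genes at a mean of 3 to 10, and the highest of the 8 libraries outside EnR had 12.5%. Fewer distinct RNA molecules in the library may be the cause: 49.8% of those genes had 0 reads in replicate 2, while the spread between EnR replicates at means of 1000 or more was 1.19 times the highest of the other groups. The same library gave 2.52% of its reads to the ribosomal RNA gene CT010467.1, against 0.069% to 0.412% in the others, and had 462 genes with exactly 1 read against 2509 to 3051.

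The second pattern is the lower level of interferon response genes in DBD than in GFP. The mean of the list was lower in DBD by 0.529 in replicate 1 and by 0.950 in replicate 2 (log2), and GFP was the highest group in each. Variation between libraries of one group cannot be told apart from a difference between groups: with the mean difference between replicate numbers removed, replicates differed by up to 0.543 (EnR, and 0.511 outside EnR), against 0.740 between GFP and DBD. A first form of this test ignored the replicate numbers, gave 0.841 (EnR), which fitted such variation, and was replaced. Whether GFP differs from all groups with a Prox1 domain cannot be told apart from that variation either, as GFP lay 0.0759 above the next group in replicate 2, and a response of the cells to the constructs was not tested.

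The third pattern is that VP64 moved genes against full-length Prox1. Scaling of the libraries is argued against as the whole cause: an error in a library's factor moves all genes of a comparison alike, so it can fill only 1 of the 2 opposite classes. Both were enriched, with 289 genes higher in Prox1 and lower in VP64 and 191 genes the reverse, against 49.95 and 40.5 for independent calls. The amount of DNA-binding domain, up to its level in DBD, was examined over another set, the 5719 genes called in VP64 vs EnR. Their median log2 fold change in DBD vs GFP, signed by VP64 vs EnR, was 0.0249. Their median size in VP64 vs EnR was 0.684, and 54.4% had the same sign in both. The domain alone thus did not, on balance, move those genes as VP64 vs EnR did. The genes that Prox1 and VP64 moved apart were not tested in this way, so it cannot decide the cause of the pattern. The amount of the domain and the activator itself stay open as explanations, since the design has no group that parts them.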
